# Valproic acid influences the expression of genes implicated with hyperglycaemia-induced complement and coagulation pathways

**DOI:** 10.1038/s41598-021-81794-4

**Published:** 2021-01-25

**Authors:** Marina Barreto Felisbino, Mark Ziemann, Ishant Khurana, Jun Okabe, Keith Al-Hasani, Scott Maxwell, K. N. Harikrishnan, Camila Borges Martins de Oliveira, Maria Luiza S. Mello, Assam El-Osta

**Keywords:** Endocrine system and metabolic diseases, Hepatology, Diabetes

## Abstract

Because the liver plays a major role in metabolic homeostasis and secretion of clotting factors and inflammatory innate immune proteins, there is interest in understanding the mechanisms of hepatic cell activation under hyperglycaemia and whether this can be attenuated pharmacologically. We have previously shown that hyperglycaemia stimulates major changes in chromatin organization and metabolism in hepatocytes, and that the histone deacetylase inhibitor valproic acid (VPA) is able to reverse some of these metabolic changes. In this study, we have used RNA-sequencing (RNA-seq) to investigate how VPA influences gene expression in hepatocytes. Interesting, we observed that VPA attenuates hyperglycaemia-induced activation of complement and coagulation cascade genes. We also observe that many of the gene activation events coincide with changes to histone acetylation at the promoter of these genes indicating that epigenetic regulation is involved in VPA action.

## Introduction

Diabetes mellitus is a multifactorial disorder with several pathways implicated in the development of diabetic micro- and macro-vascular complications^1^. Macrovascular complications include atherosclerosis, cerebrovascular disease and peripheral vascular disease; for which diabetic patients have a two- to four-fold greater risk than non-diabetic individuals^2^. In diabetes, a combination of hyperglycaemia, inflammation, oxidative stress and insulin resistance converge to produce a prothrombotic milieu, characterised by endothelial dysfunction, coagulative activation and platelet hyperreactivity, reviewed in^3^.

Several important coagulation pathway proteins are elevated by hyperglycaemia in vivo including fibrinogen, prothrombin 1 and 2, tissue factor, thrombin-antithrombin complexes, plasminogen activator inhibitor-1, tissue plasminogen activator and complement C3 which contribute to this hypercoagulative state^4–6^. This prothrombotic state co-exist with chronic low-grade inflammation and oxidative stress^7^. Complement cascade proteins are a proposed source of inflammation in diabetes that are produced by monocytes, macrophages and hepatocytes. These proteins function in innate antimicrobial defense primarily through membrane attack and phagocyte recruitment that are elevated in diabetes and suspected to contribute to diabetic complications^8^. The liver is the main site of production of circulating coagulation and complement proteins, also responsible for production of bile, cholesterol, decomposition of red blood cells and detoxification of xenobiotics and secondary metabolites^9–12^. Of key importance for diabetes, liver hepatocytes play a major role in energy homeostasis by storing carbohydrates as glycogen during hyperglycaemia and releasing sugars during hypoglycemia. Liver dysfunction, classified as elevated hepatic glucose production during hyperglycaemia, is common in type-2 diabetes, and inhibiting this is a major mechanism of action of the widely prescribed glucose lowering drug metformin^13^. Thus, understanding the molecular mechanisms underpinning the hyperglycaemic activation of metabolism, coagulation, complement and other inflammatory pathways in hepatocytes could identify new therapies to reduce the burden of diabetic complications.

At the interface between genetic and environmental factors, epigenetic mechanisms are proposed to play a major role in the development of metabolic disease including diabetic complications^14,15^. Previous reports have demonstrated that chromatin remodeling and histone acetylation are important mechanisms in diabetes development^16,17^. The epigenetic component of metabolic/inflammatory disorders has come recently to attention, revealing epigenetic drugs as potential immunomodulatory agents. The recent discovery that histone deacetylase (HDAC) inhibitors (HDACi) have the ability to reduce the severity of inflammatory and autoimmune diseases, including diabetes, in several animal models, has positioned them as alternative anti-inflammatory agents^18–21^. Their paradigmatic mode of action has been defined as increased histone acetylation of target genes, leading to higher gene expression; however, recent studies have shown a more diverse mechanism of gene regulation^22–25^.

Valproic acid (VPA; IUPAC: 2-propylpentanoic acid), the most clinically prescribed HDACi, is a fatty acid with anticonvulsant properties used for the treatment of epilepsy and seizures^26^. VPA inhibits class I (HDAC1, HDAC2, HDAC3, HDAC8) and class IIa (HDAC4, HDAC5, and HDAC7), leading to an increase in the acetylation of histones H2, H3, and H4, which modify the expression of associated genes^21^. Recently, its use has been investigated associated with different diseases as a strategy of repurposing clinically approved drugs^27–29^. There are reports of VPA reducing the blood glucose level and fat deposition in adipose tissue and liver of mice and rats^30,31^, while Class I^32,33^ and class IIa^34^ HDACs seems to be involved in the control of gluconeogenesis signaling and the insulin production. VPA also reduces the microvascular complications of diabetes^35,36^.

We have previously shown that treatment of HepG2 human hepatocytes with the HDACis Trichostatin A (TSA) and VPA attenuated hepatic glucose production, although no significant difference was detected in global chromatin structure and epigenetic landscape. Chromatin alterations promoted by HDACi under hyperglycaemia may be a function of the differently regulated nuclear domains and genes rather than of global remodeling^17^. Therefore, identification of genes influenced by HDAC inhibition is paramount to understanding of its mechanisms of action and therapeutic target in amelioration of hyperglycaemic state^23^. We hypothesise that hepatocytes undergo major gene expression alterations when exposed to a hyperglycaemic environment as the liver is an organ of critical importance to carbohydrate metabolism. Furthermore, we hypothesised that VPA could attenuate some of the deleterious pathways promoted by hyperglycaemia by conferring changes to promoter histone acetylation.

In this study, HepG2 cells exposed to high-glucose (HG) were stimulated with VPA. We performed high throughput RNA-sequencing (RNA-seq) to understand transcriptome-wide analysis of genes and pathways in response to hyperglycaemia and VPA. We observe genes influenced by VPA are altered in H3K9ac at their promoters. This work identified that complement and coagulation pathways activated by hyperglycaemia were attenuated by HDAC inhibition.

## Results

### Hyperglycaemia regulates hepatocyte gene expression

In order to understand the effect of high glucose on whole genome hepatic gene expression, RNA-seq was performed on HepG2 cells cultured under continuous low glucose (LG) or stimulated with 48 h high glucose (HG; 20 mM) in triplicate. 

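HepG2 is an established human liver cancer cell line. The medium of the 3 LG libraries held 5.5 mM glucose and that of the 3 HG libraries 20 mM. RNA selected for poly(A) tails was sequenced from one end as 50 nt reads. The authors deposited the number of reads that they counted on each gene, without normalization, as a table of 16389 genes named by Ensembl identifier and symbol. They had left out genes with an average of fewer than 10 reads per sample. Between 29816124 and 45572694 reads per LG library were counted on these genes (median 40766319), and between 31835380 and 36572517 per HG library (median 33238455). The 10 genes with the most reads took between 11.1% and 11.4% of the counts in LG and between 12.9% and 13.4% in HG. A count of 3 reads, taken as the smallest that can be told from none, stood for 0.0658 to 0.101 CPM (counts scaled to library size) in these libraries, a floor that covers counting error only. The counts were normalized with edgeR's TMM method, with factors from 0.879 to 0.961 in LG and from 0.977 to 1.006 in HG. Differences between HG and LG were tested with edgeR's quasi-likelihood F test and adjusted by the Benjamini-Hochberg method (FDR). The test covered the 15452 genes with a mean count of at least 10 over the 6 libraries. The biological coefficient of variation between replicates, as a common value over genes, was 0.169 in LG and 0.114 in HG. LG and HG libraries with the same replicate number did not resemble each other more than libraries with different numbers. The mean correlation of their deviations from the group means, taken across genes, which are not independent replicates, was -0.178 for the same number and 0.094 for different numbers. The groups were therefore compared without pairing. The sample labels name no sequencing batch.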

After read alignment and gene expression quantification, differential expression analysis of genes and pathways was undertaken. Multidimensional scaling analysis measures the similarity of the samples and projects this on two-dimensions. We observed that LG and HG samples clustered into distinct groups (Fig. 1A). 

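The distance between a pair of libraries was taken as the root mean square log2 difference over the 500 genes that differed most between them, as in limma's multidimensional scaling. The median distance was 1.24 within the LG and HG groups and 2.00 between them, a ratio of 1.61. This ratio was the largest of the 10 splits of the 6 libraries into groups of 3 (one-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over all tested genes the ratio was 1.60. Across the 6 sets of libraries that each left out one replicate, it ranged from 1.51 to 1.83.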

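An FDR of 0.05 or less between HG and LG was reached by 3813 of the 15452 genes (24.7%), of which 1854 were higher and 1959 lower in HG. The threshold moved this count most: at an FDR of 0.01, 1852 genes remained. With library sizes in place of TMM factors, 3469 genes passed, with 2172 higher and 1297 lower. With replicate number added as a block, 3351 genes passed, and 3185 of them were among the 3813. Besides TXNIP and MANF, 8 genes showed the largest log2 fold changes among those that passed, had a mean of at least 1 log2 CPM and lay on the same side in all 9 pairs of an HG and an LG library. LAMP3, on chromosome 3 from 182840003 to 182881627 of GRCh37, had a log2 fold change of -3.76 (standard error 0.37, FDR 1.33e-06). Its mean was 4.45 CPM in LG and 0.317 CPM in HG. ARRDC4, on chromosome 15 from 98503933 to 98517063, rose by 3.22 on the log2 scale (standard error 0.32, FDR 1.36e-06), from 1.14 to 10.5 CPM. CRIP3 rose by 3.08, although its exons overlap those of ZNF318 on the same strand, which the counts cannot tell apart. They also overlap those of SLC22A7 on the other strand, and whether the counting used the strand is not stated. MUC5B rose by 2.90. The log2 fold change was -2.99 for MT-TI, a mitochondrial tRNA gene of 69 bases, -2.85 for SDF2L1, -2.75 for KLF4 and -2.71 for SLC6A12. Across the fits that each left out one replicate, the highest FDR of any of these 8 genes was 0.00183, that of MT-TI.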

Statistical analysis showed that HG treatment had a strong effect on HepG2 cells, with 4259 genes (26%) showing differential expression (FDR ≤ 0.05; Fig. 1B—red points). This effect in gene expression is greater than that reported previously for high glucose treated THP-1 human monocytic cell line^37^ and skeletal muscle of diabetic Goto–Kakizaki when compared to control Wistar rat^38^ suggesting that hepatic cells are especially sensitive to alterations in glucose level. The top 50 differentially expressed genes by significance are shown in heatmap form (Fig. 1C). 

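The 36 genes read from Fig. 1C as lower in HG and the 13 read as higher all had an FDR of 0.05 or less and the direction shown there. Their log2 fold changes ran from -3.76 for LAMP3 to -1.18 for ATP2A2, and from 1.12 for IGF2 to 5.37 for TXNIP. The highest FDR among them was 8.84e-06, that of IGF2. With the replicate block, all 36 and all 13 still passed. Of the 50 genes with the smallest p here, 36 were lower and 14 higher in HG, and these 50 held 34 and 12 of the genes of the heatmap. The 100 genes with the smallest p held all of them.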

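TXNIP (ENSG00000117289) lies on chromosome 1 of GRCh37 from 145438490 to 145442635, where it was placed by its symbol. It had 258 ± 142 CPM (SD, n = 3) in HG and 6.37 ± 0.192 CPM (SD, n = 3) in LG, a log2 fold change of 5.37 (standard error 0.33, FDR 6.81e-09). The spread in HG came from replicate 1, with 107 CPM against 389 and 277 CPM in the other two. With each replicate left out in turn, the log2 fold change of TXNIP ranged from 4.93 to 5.75. MANF (ENSG00000145050), on chromosome 3 from 51422722 to 51426828, had 44.5 ± 4.58 CPM (SD, n = 3) in HG and 309 ± 56.1 CPM (SD, n = 3) in LG, a log2 fold change of -2.77 (standard error 0.15, FDR 1.03e-09). SERPING1 (ENSG00000149131), on chromosome 11 from 57364860 to 57386644, had 63.9 ± 4.73 CPM (SD, n = 3) in HG and 14.6 ± 1.5 CPM (SD, n = 3) in LG, a log2 fold change of 2.15 (standard error 0.14, FDR 1.26e-08). The log2 fold change of MSMO1 was 1.74. The exons of DNAJB11 overlap those of TBCCD1 on the other strand, and those of IGF2 overlap IGF2-AS. IGF2 rose from 3670 ± 390 CPM (SD, n = 3) in LG to 7818 ± 655 CPM (SD, n = 3) in HG. Lower in HG were CALR with -2.25, DNAJB11 with -2.14, HSPA5 with -2.06 and SLC2A1 with -1.21. For each of these 9 genes, the HG libraries did not overlap the LG libraries, which chance gives in 10% of genes with 3 libraries against 3, and the difference passed the FDR threshold under every alternative tried.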

Some of the genes influenced by HG are also highlighted in Table 1.

**Figure 1:**
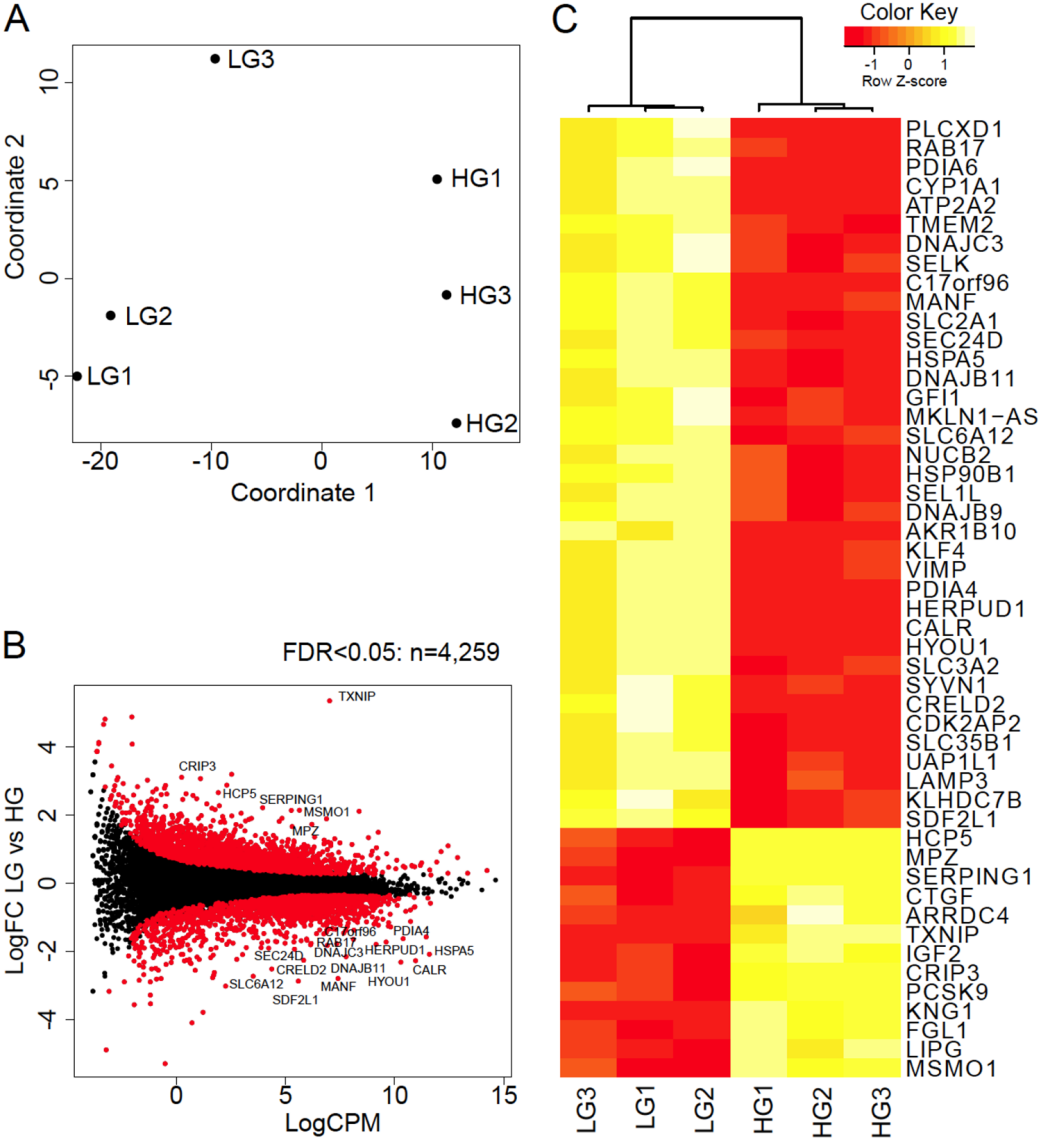
RNA-seq identifies gene expression changes due to high glucose exposure in HepG2 cells. (**A**) Multidimensional scaling analysis shows sample clustering based upon treatment. (**B**) Smear plot depicts the log2 fold change and average expression level log2 counts per million for each detected gene. Genes with differential expression (FDR ≤ 0.05) are highlighted in red. (**C**) Heatmap of the 50 most significant differentially expressed genes. LG, low glucose—normoglycemic condition. HG, high glucose—hyperglycaemic condition.

**Table 1:** Selected genes differently regulated by hyperglycaemia exposure in HepG2 cells.

Gene	Function	Log2 fold change	FDR
*TXNIP*	A known hyperglycaemia inducible gene that is highly abundant in HepG2 cells. TXNIP protein inhibits the normal function of thioredoxin leading to accumulation of ROS	5.38	2.99E−45
*SERPING1*	Encodes C1 esterase inhibitor and is involved in inhibition of complement cascade	2.17	6.72E−45
*MPZ*	Encodes a structural component of the myelin sheath and is thought to be specific to nervous system tissues	1.70	2.61E−29
*MSMO1*	Encodes a protein involved in cholesterol biosynthesis	1.76	2.09E−25
*PCSK9*	Protein acts binding to and degrading low-density lipid receptors	1.93	4.85E−20
*IGF2*	Encodes an insulin-like growth factor, the central regulator of somatic growth and cell proliferation	1.13	4.81E−18
*MANF*	Protein promotes survival of dopaminergic neurons, possibly playing a role in ER stress response	− 2.75	3.41E−64
*HSPA5* (aka *GRP78*)	Encodes a glucose sensing protein, whose expression is upregulated by glucose starvation and is also present in the ER	− 2.04	1.93E−45
*CALR*	Encodes calreticulin, a major calcium storage protein in the ER	− 2.23	9.49E−40
*DNAJB11*	Encodes a ER localized protein that acts as a chaperone for a number of partners	− 2.12	1.65E−36
*SLC2A1*	The glucose transporter gene that encoding GLUT1	− 1.19	1.20E−20

FDR, false discovery rate.

Gene Set Enrichment Analysis (GSEA) was used in order to understand pathways regulated by hyperglycaemia. From 575 REACTOME gene sets considered, 34 were upregulated and 139 were down-regulated (FDR ≤ 0.05). The top 20 gene sets by significance in the up and down-regulated directions are shown (Fig. 2A). 

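Enrichment was tested on gene lists with the classic, unweighted score of GSEA. Genes were ranked by the sign of the fold change and -log10 of the p value from edgeR, and the score was compared with those of 10000 random lists of the same size. The 16 lists were tested in 5 contrasts and the 80 p values adjusted together. The lists of cholesterol biosynthesis (20 genes), complement cascade (20 genes) and common clotting cascade (10 genes) hold the genes printed in Fig. 2B-D and 4B,C. The caption of Fig. 2 describes them as the genes that contribute to the enrichment. By the sizes printed in these figures, they are all genes of the first and last set and 20 of the 21 of the complement set, whose missing gene contributed in neither figure. The other lists were made from gene symbols, and the MSigDB collection was not used here. Between HG and LG, the enrichment score of cholesterol biosynthesis was 0.685 (normalized score 3.64, FDR 0.000381). All 20 genes were higher in HG, 13 of them with an FDR of 0.05 or less, led by MSMO1, HMGCS1 with 1.28 and IDI1 with 1.22 on the log2 scale. The score of the complement cascade was 0.634 (normalized score 3.37, FDR 0.000381). Of its genes, 17 were higher in HG, 12 of them past the threshold, led by C8B with 1.42, MBL2 with 1.33 and C1S with 1.32. C4BPB with -0.57 and MASP1 with -0.50 were lower and past it. The score of the clotting cascade was 0.512 (normalized score 1.97, FDR 0.0112). Of its genes, 9 were higher in HG, 6 of them past the threshold, led by F13B with 1.28, FGA with 0.94 and FGB with 0.88, while SERPINC1 with -0.53 was lower and past it. The FDR of 0.000381 belongs to a permutation p of 0.0001, the smallest that 10000 random lists can give. Tests that allow for correlation between the genes of a list differed most. The FDR for cholesterol biosynthesis, complement and clotting was 0.228, 0.193 and 0.289 with limma's camera, and 0.00586, 0.00667 and 0.0236 with its rotation test. Camera compares a list with the other genes. It passed no list in any of the 5 contrasts, the lowest FDR being 0.193, so its failure is not particular to these lists. The rotation test asks whether the genes of a list change, without comparing them with other genes. Against random lists matched on mean expression, the FDR of the clotting cascade was 0.118. For MBL2, DESeq2's Wald test gave an FDR of 0.0513. With one replicate left out, the highest FDR was 0.0771 for F13B, 0.0702 for MASP1 and 0.0524 for MBL2, and the highest of any complement or clotting gene counted here as past the threshold was 0.205. Among lists with lower expression in HG, that of ER chaperones had a score of -0.933 (FDR 0.000381), with 19 of 20 genes lower, all 19 past the threshold. Not all of its genes are chaperones: XBP1, SEL1L, SYVN1 and DDIT3 are also in it. The calnexin/calreticulin cycle and N-glycan trimming list had a score of -0.480 (FDR 0.0111), with 10 of 12 genes lower and 7 past the threshold. Genes of cell-matrix adhesion through the integrin-linked kinase complex had a score of -0.402 (FDR 0.035), with 10 of 13 genes lower and 5 of these past the threshold. The largest change in this list was a rise past it, and with one replicate left out the FDR of the list reached 0.178. Ribosomal protein genes, for peptide chain elongation, had a score of -0.446 (FDR 0.000381): 76 of 82 were lower, but 1 was past the threshold, the median log2 fold change was -0.16, and the rotation test gave an FDR of 0.349.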

Down-regulated gene sets included those associated with extracellular matrix interactions, chaperone function, calnexin/calreticulin cycle, N-glycan trimming and peptide chain elongation (Fig. 2A), while gene sets upregulated in response to hyperglycaemia included cholesterol biosynthesis, complement cascade and fibrin clotting cascade (Fig. 2B–D). These findings show a distinctive severe response of hepatocytes to hyperglycaemia.

**Figure 2:**
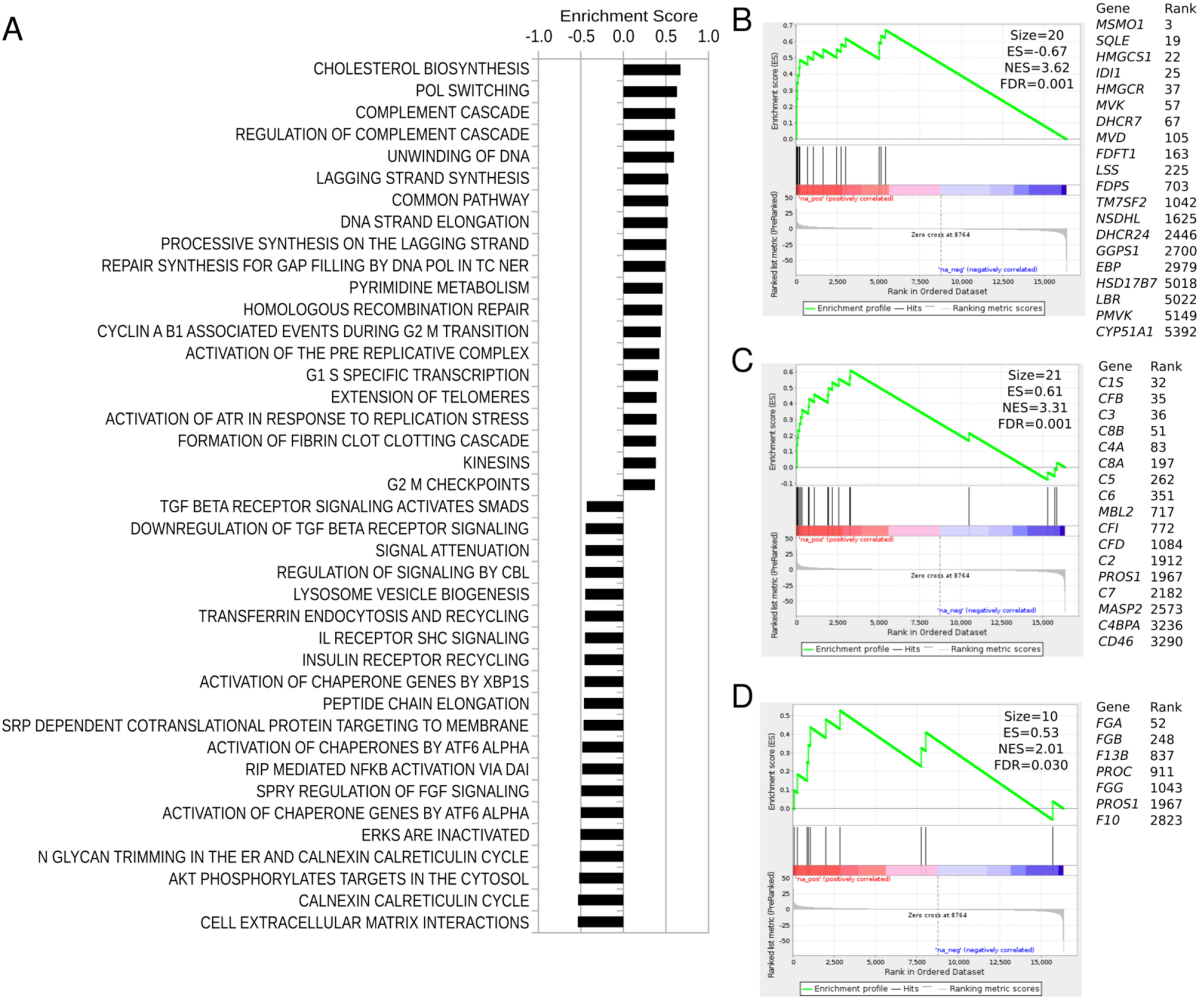
GSEA identifies differentially expressed REACTOME pathways in response to high glucose. (**A**) Top 20 up- and down-regulated pathways selected by statistical significance. (**B**–**D**) Enrichment plots show upregulation of cholesterol biosynthesis, complement cascade and common clotting cascade in response to hyperglycaemia. Beside each enrichment plot, we have included a list of genes that contribute to the enrichment (“leading edge”). GSEA FDR < 0.05 for all pathways shown.

### VPA treatment influences the expression of hyperglycaemic response genes

Given that hyperglycaemia induces changes to the hepatocyte transcriptome and activates pathways relevant to cardiovascular health (such as cholesterol metabolism and complement/clotting cascades) and our previous work shows that VPA attenuates hepatic function, we hypothesised that VPA might inhibit hyperglycaemic gene expression signatures. 

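VPA is an inhibitor of histone deacetylases. The authors deposited counts for 3 libraries of cells kept in LG medium and then given VPA (LGV) and 3 of cells kept in HG medium and then given VPA (HGV), made as for LG and HG. The paper does not state whether untreated cells were harvested before or after the 12 h of VPA. Comparisons of treated with untreated cells may therefore include a difference in culture time. Between 30455877 and 36709673 reads were counted on genes per LGV library (median 31765297), and between 29798442 and 40218012 per HGV library (median 31105217). The 10 genes with the most reads took between 10.4% and 11% of the counts in LGV and between 13.1% and 13.6% in HGV. TMM factors ran from 0.969 to 1.095 in LGV and from 1.046 to 1.094 in HGV. A count of 3 reads stood for 0.0746 to 0.101 CPM. With the same filter and test as for HG against LG, 16188 genes were tested for HGV against HG and 15944 for LGV against LG. Whether the response to VPA differed between HG and LG medium was tested as the interaction of glucose and VPA over the 12 libraries, for 16389 genes. The biological coefficient of variation between replicates was 0.125 in LGV and 0.142 in HGV. Treated and untreated libraries of the same replicate number resembled each other a little more than those of different numbers. The mean correlation of their deviations across genes was 0.129 against -0.084 for HG and HGV, and 0.085 against -0.044 for LG and LGV. The groups were compared without pairing, and with replicate number as a block as an alternative.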

To resolve this, cells under LG and HG conditions for 48 h were exposed to 1.0 mM VPA for a further 12 h. The gene expression profiles were compared to the respective controls without VPA. Quantitative analysis of histone H3K9/14ac protein using LI-COR Odyssey imaging system show significant hyperacetylation in response to VPA (Fig. 3A).

**Figure 3:**
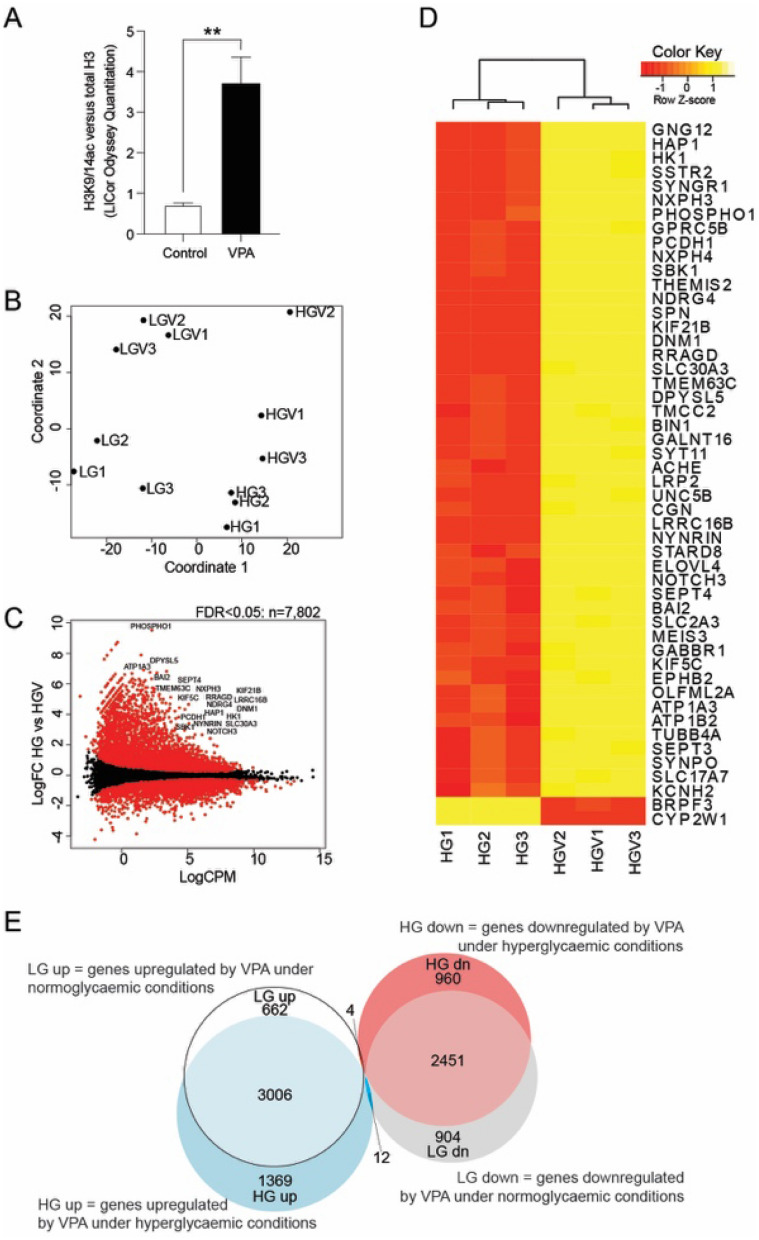
Effect of VPA stimulation on hyperglycaemic HepG2 gene expression. (**A**) VPA induces H3 acetylation in a time-dependent manner. Quantitative analysis of H3K9/14ac and unmodified histone H3 protein using LI-COR Odyssey imaging system. Normoglycaemic HepG2 cells treated with 1 mM VPA in comparison with untreated control. (**B**) Multidimensional scaling analysis shows samples cluster based upon treatment groups. (**C**) Smear plot showing the effect of VPA treatment on hyperglycaemic HepG2 cells. Genes with differential expression (FDR ≤ 0.05) are highlighted in red. (**D**) Heatmap of the 50 most significant differentially expressed genes responding to VPA. LG, low glucose—normoglycemic condition. LGV, normoglycemic condition followed by VPA treatment. HG, high glucose—hyperglycaemic condition. HGV, hyperglycaemic condition followed by VPA treatment. (**E**) Venn diagram showing gene expression changes regulated by VPA under normoglycaemic and hyperglycaemic conditions.

Multidimensional scaling analysis shows that samples cluster based on treatment group. 

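Over the 12 libraries, the median distance between a VPA-treated and an untreated library was 3.91, and the median distance within these groups 1.74, a ratio of 2.25. No other of the 462 splits of the 12 libraries into groups of 6 gave a ratio as large (one-sided exact permutation test, p = 0.0022). Over all tested genes in place of the 500 that differed most, this ratio was 2.01. For high against low glucose, with treated and untreated libraries pooled, the median distance was 3.07 between groups and 3.71 within them, a ratio of 0.83 (one-sided exact permutation test, p = 0.710), since libraries of one glucose level lie far apart when VPA separates them. Within each treatment the median distance was larger between the glucose groups than within them. The median distance was 2.12 between HG and LG, 1.36 within HG and 1.46 within LG. It was 2.31 between HGV and LGV, 1.47 within HGV and 1.39 within LGV. Single distances overlapped in untreated cells. LG replicate 3 lay 1.666 to 1.705 from the HG libraries, 1.442 from LG replicate 1 and 1.690 from LG replicate 2.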

Untreated samples (LG, HG) are clearly separated from VPA-treated samples (LGV, HGV); and normoglycemic samples (LG, LGV) are separated from hyperglycaemic ones (HG, HGV) (Fig. 3B). Smear plot shows that 7802 genes were altered in expression due to VPA treatment under hyperglycaemia (Fig. 3C). This plot also shows genes with initially low expression were upregulated after VPA treatment; on the other hand, genes initially highly expressed were down-regulated. 

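Of the 16188 genes tested between HGV and HG, 7456 (46.1%) had an FDR of 0.05 or less, 4184 higher and 3272 lower with VPA. The count was lowest, 5461, at an FDR of 0.01. Among the settings chosen before the data were examined, it was highest, 8229, with the replicate block, and 7417 of the 7456 genes were among these. With library sizes in place of TMM factors, 5182 genes were higher and 2424 lower, and the median log2 fold change of all tested genes was 0.15 in place of 0.03. PHOSPHO1 (ENSG00000173868), on chromosome 17 of GRCh37 from 47300728 to 47308149, had the largest fitted rise among the genes named here. It had at most 1 read in any HG library and 10.7 ± 1.74 CPM (SD, n = 3) in HGV, at least 106-fold higher. This lower bound does not rank it against genes with more reads in HG. SNPH was at least 59.2-fold, DKK3 at least 67.6-fold, TBXA2R at least 52.5-fold, ATRNL1 at least 42.5-fold and SSBP2 at least 37-fold higher, each with no more than 3 reads in any HG library. The exons of DKK3 overlap those of USP47 on the other strand. Among genes above this floor, the log2 fold change was 6.91 for DPYSL5 (standard error 0.21, FDR 2.01e-09), 6.81 for BAI2 and 6.41 for ELOVL4. NDRG4 had the smallest p, with a log2 fold change of 4.72 (standard error 0.12, FDR 8.51e-10).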

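The tested genes, 16178 with one kept per gene symbol, were placed in 5 groups of equal size by their mean expression in HG, from the lowest to the highest. In the lowest group, with a median of 0.460 CPM, 41.4% of the genes were higher and 3.59% lower with VPA at an FDR of 0.05 or less, and the median log2 fold change was 0.58. A gene with a mean under 10 reads in HG was tested only if HGV held more, which favours rises in this group. The next group, with a median of 2.73 CPM, had 29.7% higher and 13.4% lower. In the highest group, with a median of 112 CPM, 11.6% were higher and 37.4% lower, and the median log2 fold change was -0.18. These shares depend on the scaling. With library size only, 18.6% of the highest group were higher and 27.7% lower, with a median of -0.056. In the group below it, 19.0% were higher and 27.8% lower with TMM factors, and 27.8% and 20.6% with library size only. Across genes, which are not independent replicates, Spearman's rho between mean expression in HG and the log2 fold change was -0.363. HG libraries enter both measures, so genes were also grouped by their mean expression in LG, whose libraries are not in the comparison. Spearman's rho was then -0.345. The tested genes stayed the same, so this grouping does not remove the effect of the filter.

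**Figure D1:**
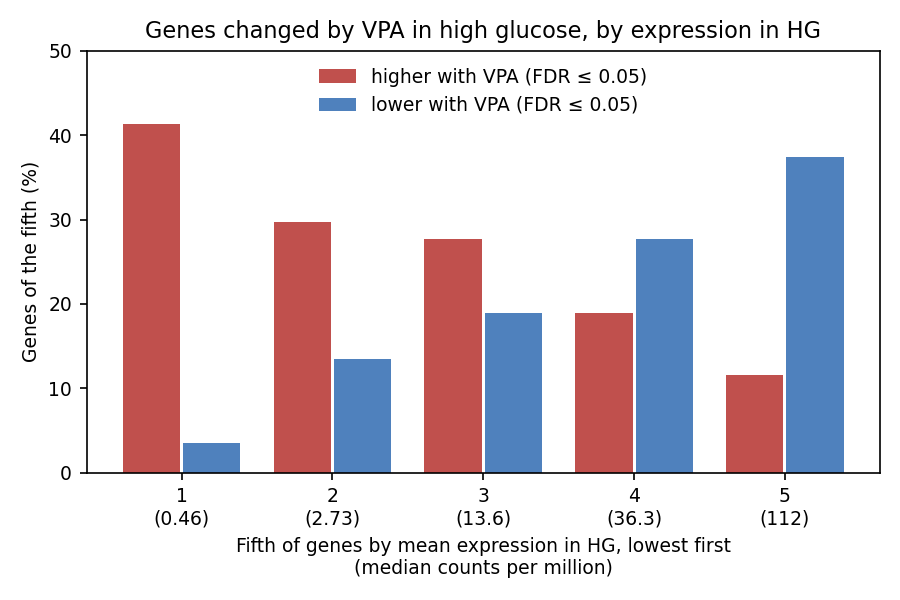
Share of genes (%) higher or lower with VPA in high glucose (HGV against HG, FDR of 0.05 or less) in 5 groups of genes by mean expression in HG, with the median CPM of each group under the axis. The share of genes higher with VPA falls from 41.4% in the lowest group to 11.6% in the highest, and the share lower rises from 3.59% to 37.4%. The shares are those with TMM factors and depend on the scaling. The filter on mean count favours rises in the lowest group.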

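Of the 50 genes with the smallest p between HGV and HG, 47 were higher and 3 lower with VPA. The 48 genes read from Fig. 3D as higher with VPA and the 2 read as lower, CYP2W1 with a log2 fold change of -2.90 and BRPF3 with -2.62, all had an FDR of 0.05 or less and the direction shown there. The highest FDR was 9.42e-08, that of KCNH2. Between LGV and LG, 6638 of 15944 genes had an FDR of 0.05 or less, 3461 higher and 3177 lower. In the 15743 genes tested in both glucose conditions, 2754 were higher and 2333 lower with VPA in both. In HG alone 1420 were higher and 935 lower, and in LG alone 703 were higher and 834 lower. Opposite changes past the threshold were found for 4 genes that were higher in LG and lower in HG and for 10 genes that were lower in LG and higher in HG. A gene past the threshold in one glucose condition alone is not thereby shown to respond differently: the interaction was past it for 7 genes. The log2 fold changes in the different glucose conditions had a Pearson's r of 0.914 across genes, which are not independent replicates.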

Heatmap of top 50 genes by significance shows that the majority were upregulated (Fig. 3D) and differential gene expression modulated by VPA under normoglycaemic and hyperglycaemic conditions (Fig. 3E).

Next, we sought to identify gene sets altered by VPA in the context of high glucose. The top 20 gene sets by significance in the up- and down-regulated directions are shown (Fig. 4A). 

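Between HGV and HG, the list of voltage-gated potassium channels had an enrichment score of 0.632 (FDR 0.000667). All 11 channels were higher with VPA, 8 of them with an FDR of 0.05 or less. KCNH2, on chromosome 7 of GRCh37 from 150642049 to 150675409, rose from 0.225 ± 0.193 CPM (SD, n = 3) to 11.8 ± 0.444 CPM (SD, n = 3), a log2 fold change of 5.67 (standard error 0.34). KCNS3 had too few reads in HG for a fold change, and 2.55 ± 0.859 CPM (SD, n = 3) in HGV. The list of neurotransmitter receptors had a score of 0.427 (FDR 0.00315), with 15 of 19 genes higher and 11 of these past the threshold, and 2 of the lower genes past it. GABBR1 rose from 0.482 ± 0.127 CPM (SD, n = 3) to 16.1 ± 3.68 CPM (SD, n = 3), a log2 fold change of 5.06 (standard error 0.26, FDR 3.50e-08), and its exons overlap those of OR2I1P on the other strand. The list for the interaction of L1 and ankyrins had a score of 0.456 (FDR 0.000857), with 18 of 21 genes higher and 12 past the threshold, led by SCN4A with a log2 fold change of 4.10. Kinesin genes, with a score of 0.197 (FDR 0.173), did not pass with the enrichment score, although KIF5C had a log2 fold change of 5.19. The lists also rose with VPA in low glucose, with scores of 0.565, 0.471 and 0.476 for the channels, the receptors and L1 and ankyrins. In HGV against HG, none of these lists passed with limma's camera, the lowest FDR being 0.193. With its rotation test the FDR was 0.000812 for the channels, 0.000812 for the receptors, 0.00499 for L1 and ankyrins and 0.0159 for kinesins. That test does not compare a list with other genes, and 46.1% of all tested genes were past the threshold in HGV against HG. Passing it therefore does not show that a list changed more than other genes.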

Gene sets upregulated included those related to function of neurons including potassium channels, neurotransmitter receptor, L1-type/ankyrins interactions. Down-regulated gene sets included common pathway of fibrin clot formation, complement cascade and genes involved in protein synthesis. 

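The list of the common clotting cascade had an enrichment score of -0.660 between HGV and HG (normalized score -2.55, FDR 0.000857), and the complement cascade -0.497 (normalized score -2.68, FDR 0.000381). With limma's camera the FDR was 0.228 and 0.193, and with its rotation test 0.0046 and 0.00132. For protein synthesis, cytosolic aminoacyl-tRNA synthetases had a score of -0.436 (FDR 0.00155), with 15 of 20 genes lower and 11 past the threshold. Genes whose symbol starts with EIF and a number had a score of -0.321 (FDR 0.000381), with 50 of 65 lower and 25 of these past the threshold. The other 15 were higher, 3 of them past it, and these rises include the largest changes in the list. The largest fall was that of EIF4G2, whose exons overlap those of CTR9 on the other strand, with a log2 fold change of -1.14. Ribosomal protein genes had a score of -0.484 (FDR 0.000381), with 78 of 82 lower, but 5 were past the threshold, the median log2 fold change was -0.16 and the rotation test gave an FDR of 0.368. In low glucose, VPA also lowered the clotting list (score -0.563, FDR 0.00526) and the complement list (score -0.496, FDR 0.000667). The difference between the glucose conditions, tested as the interaction, gave a score of 0.206 for clotting (FDR 0.729) and -0.259 for complement (FDR 0.174).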

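In the clotting list, 9 of 10 genes had lower counts in HGV than in HG, 7 of them with an FDR of 0.05 or less, and none was higher and past the threshold. FGG (ENSG00000171557), on chromosome 4 of GRCh37 from 155525286 to 155534119, fell from 2990 ± 588 CPM (SD, n = 3) to 1430 ± 55.7 CPM (SD, n = 3), a log2 fold change of -1.06 (standard error 0.14, FDR 6.77e-05). PROC, on chromosome 2 from 128176003 to 128186818, fell from 252 ± 24.2 CPM (SD, n = 3) to 126 ± 9.51 CPM (SD, n = 3) (FDR 1.14e-05), and FGA, on chromosome 4 from 155504278 to 155511894, had a log2 fold change of -0.84 (standard error 0.15, FDR 4.97e-04). In the complement list, 18 of 20 genes were lower, 11 of them past the threshold. MBL2, on chromosome 10 from 54525140 to 54532544, fell from 8.03 ± 0.716 CPM (SD, n = 3) to 2.47 ± 0.288 CPM (SD, n = 3), a log2 fold change of -1.70 (standard error 0.17, FDR 4.53e-06). C4BPB, on chromosome 1 from 207262205 to 207273338, had a log2 fold change of -1.35 (standard error 0.10, FDR 4.67e-07). CFD was past the threshold in the other direction, with a rise from 3.32 ± 0.105 CPM (SD, n = 3) to 8.32 ± 1.31 CPM (SD, n = 3) and a log2 fold change of 1.32 (standard error 0.17, FDR 3.79e-05). Its exons overlap those of MED16 on the other strand. Reads of C2 and CFB, whose exons overlap on the same strand, and of C4A, whose exons overlap those of STK19, cannot be told apart fully in the counts. In low glucose, 9 of the 10 clotting genes and 16 of the 20 complement genes were lower with VPA.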

Clotting and complement cascade genes were down-regulated by VPA in hyperglycaemic condition (Fig. 4B,C). The regulation of all genes in response to glucose and VPA was visualised on a two dimensional rank–rank plot (Fig. 4D). 

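The 15323 genes tested both in HG against LG and in HGV against HG were placed by the directions of their changes. Higher with glucose and with VPA were 24.8% of the genes, higher with glucose and lower with VPA 26.5%, lower with glucose and higher with VPA 24.4%, and lower with both 24.3%. Spearman's rho between the ranks was -0.019 across genes, which are not independent replicates. The same 3 HG libraries enter these contrasts with opposite signs. With different HG libraries in each, in the 6 ways of dividing 3 libraries, rho ranged from -0.013 to 0.051.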

We observe that overall, genes are distributed relatively evenly among the four quadrants. 

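Of the 20 complement genes, 15 were higher in HG than in LG and lower in HGV than in HG, 2 were higher in both comparisons, 3 were lower in both and none was lower and then higher. The 1 gene of the complement set that the figures do not print could not be placed. Of the 10 clotting genes, 8 were higher with glucose and lower with VPA, 1 was higher in both and 1 was lower in both. The mean rank of the complement genes lay 31.4% of the list above the middle for glucose, and for VPA the shift was -27.4%. For clotting genes the shifts were 25.5% and -32.6%. Of the 38 other plasma protein genes of the liver that were tested, 28 were also higher with glucose and lower with VPA, with mean shifts of 22.3% and -28.4%.

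**Figure D2:**
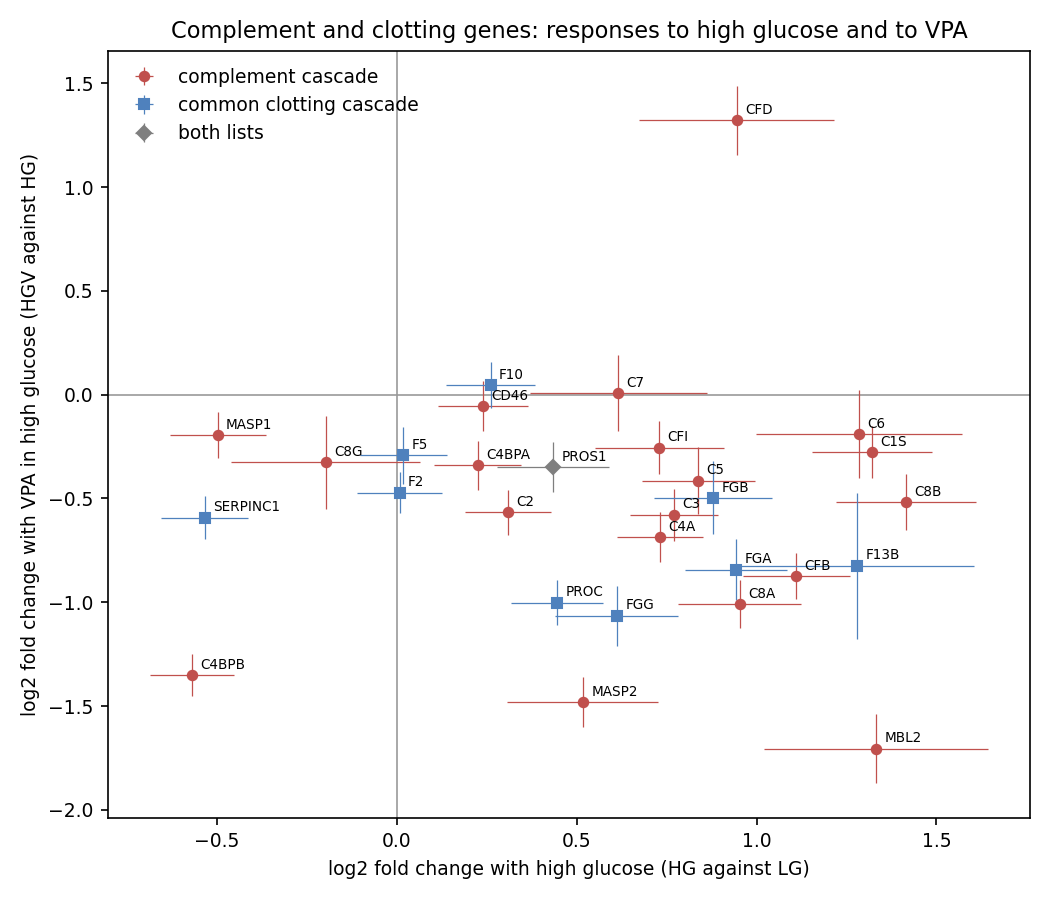
log2 fold changes of the complement and clotting genes with high glucose (horizontal axis, HG against LG) and with VPA in high glucose (vertical axis, HGV against HG), with bars for the standard errors. Most genes lie to the right of 0 and under 0. Above 0 with VPA lie 3 genes, CFD farthest, at 1.32. To the left of 0 lie 4 genes, C4BPB, SERPINC1 and MASP1, at -0.57, -0.53 and -0.50, and 1 more at -0.20.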

Using rank–rank visualisation of clotting and complement cascade genes we observed coordinated upregulation of these genes with hyperglycaemia and attenuation by VPA (Fig. 4E,F). The FDR corrected MANOVA *p* values for the two-dimensional association were 2.0E−4 and 1.5E−7 for clotting and complement cascades respectively.

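The multivariate test of ranks (Pillai's trace), with the list's genes against all others, gave an unadjusted p of 1.22e-09 for complement and 4.02e-05 for clotting, while a permutation test with 10000 random lists matched on mean expression gave 0.0001, the smallest that they can give, and 0.0017. With different HG libraries in each contrast, the largest p over the 6 ways was 3.79e-09 for complement and 0.000315 for clotting. Genes of a list are correlated, which these tests do not allow for. With the VPA response in low glucose on the second axis, p was 1.64e-08 for complement and 6.59e-05 for clotting. From the positions of these genes in the rank-rank plot, the paper concludes that hyperglycaemia raised the clotting and complement genes together and that VPA attenuated them (Fig. 4E,F).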

**Figure 4:**
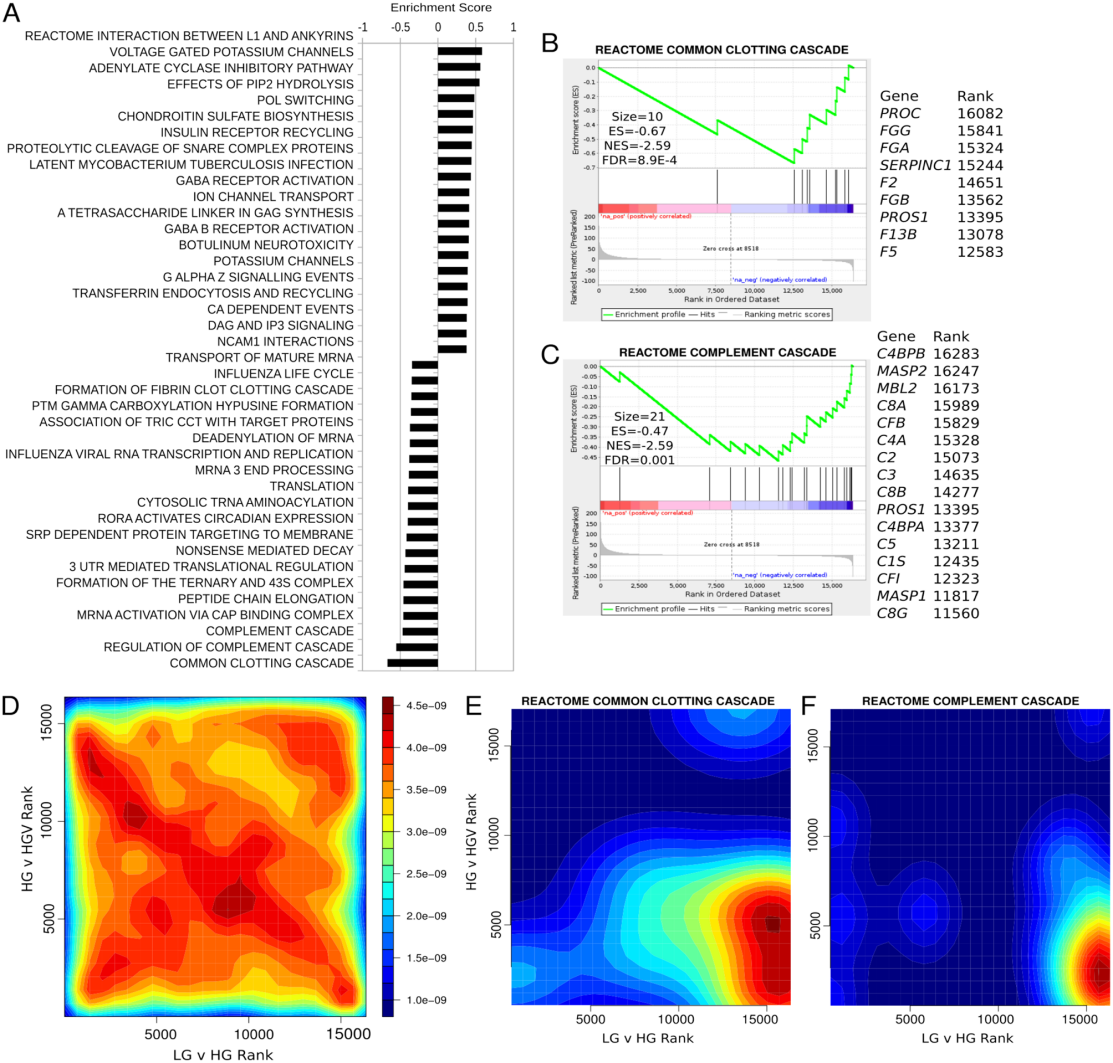
VPA attenuates expression of clotting and complement pathways in hyperglycaemic HepG2 cells. (**A**) Top 20 REACTOME pathways with differential expression in response to VPA under hyperglycaemia determined with ranked gene set enrichment analysis (GSEA-P, FDR < 0.05). (**B**,**C**) Enrichment plot shows downregulation of common clotting and complement cascades in response to VPA. (**D**) Rank-rank plots of gene expression changes for all detected genes and (**E**,**F**) specifically for genes in the common clotting and complement cascade pathways.

To validate some of the differentially expressed genes from the RNA-seq findings, we cultivated HepG2 cells under hyperglycaemic conditions prior to treatment with VPA as above described followed by quantitative reverse transcription PCR (RT-qPCR). The selected genes included those involved in the complement (*MASP2* and *C3*) pathway. 

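MASP2 (ENSG00000009724) lies on chromosome 1 of GRCh37 from 11082066 to 11107296 on the minus strand, and its exons overlap those of TARDBP on the other strand. In the RNA-seq counts it had 14.9 ± 5.59 CPM (SD, n = 3) in LG, 20.9 ± 0.621 CPM (SD, n = 3) in HG, 5.20 ± 1.04 CPM (SD, n = 3) in LGV and 7.5 ± 0.371 CPM (SD, n = 3) in HGV. Between HG and LG the log2 fold change of MASP2 was 0.52 (standard error 0.21, FDR 0.0767), which did not pass the threshold, although each HG library was above each LG library, in 9 of 9 pairs. The LG libraries held 15.6, 8.96 and 20.1 CPM. With the replicate block the log2 fold change was 0.59 (FDR 0.0209), and with each replicate left out in turn it ranged from 0.27 to 0.81. Same-numbered LG and HG libraries did not resemble each other (mean correlation -0.178), and the block gave TXNIP an extreme FDR, 3.85e-149. The block's FDR for MASP2 is therefore weak evidence. Between HGV and HG the log2 fold change of MASP2 was -1.48 (standard error 0.12, FDR 1.01e-06), and between LGV and LG -1.50 (standard error 0.26, FDR 3.00e-04). C3 (ENSG00000125730) lies on chromosome 19 from 6677715 to 6730573 on the minus strand. It had 5794 ± 342 CPM (SD, n = 3) in LG, 9728 ± 421 CPM (SD, n = 3) in HG, 3959 ± 727 CPM (SD, n = 3) in LGV and 6520 ± 640 CPM (SD, n = 3) in HGV. The log2 fold change of C3 was 0.77 between HG and LG (standard error 0.12, FDR 2.03e-04), -0.58 between HGV and HG (standard error 0.13, FDR 2.30e-03) and -0.54 between LGV and LG (standard error 0.16, FDR 0.0121). With LG replicate 1 or LGV replicate 3 left out, the FDR of C3 between LGV and LG was 0.0556 and 0.0765. The interaction of glucose and VPA was 0.03 for MASP2 (standard error 0.30, FDR 0.985) and -0.03 for C3 (standard error 0.19, FDR 0.979).

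**Figure D3:**
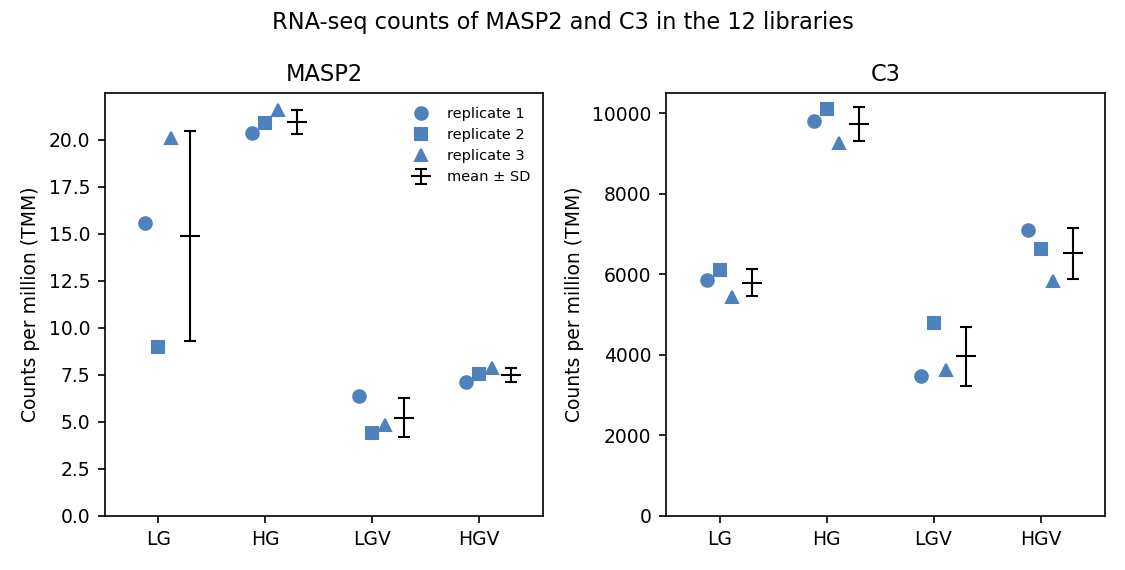
Normalized counts (CPM) of MASP2 and C3 in each of the 12 libraries, by condition and replicate number, with the mean and SD of each condition. LG replicate 2 holds 8.96 CPM of MASP2 against 15.6 and 20.1 CPM in the other LG libraries, and for each gene all HGV libraries lie under all HG libraries.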

Selected genes upregulated by hyperglycaemia according to the RNA-seq results, and confirmed by real-time PCR, were attenuated by VPA stimulation in agreement with RNA-seq (Fig. 5). As proof of concept, we assessed the relative abundance of H3K9ac at the promoter of the *MASP2* and *C3* genes using chromatin immunoprecipitation (ChIP) and qPCR detection. We observe reduced H3K9ac in VPA treated cells and under hyperglycaemic conditions H3K9ac is partly attenuated suggesting hyperglycaemia-induced expression of complement and clotting genes could be regulated by histone acetylation.

**Figure 5:**
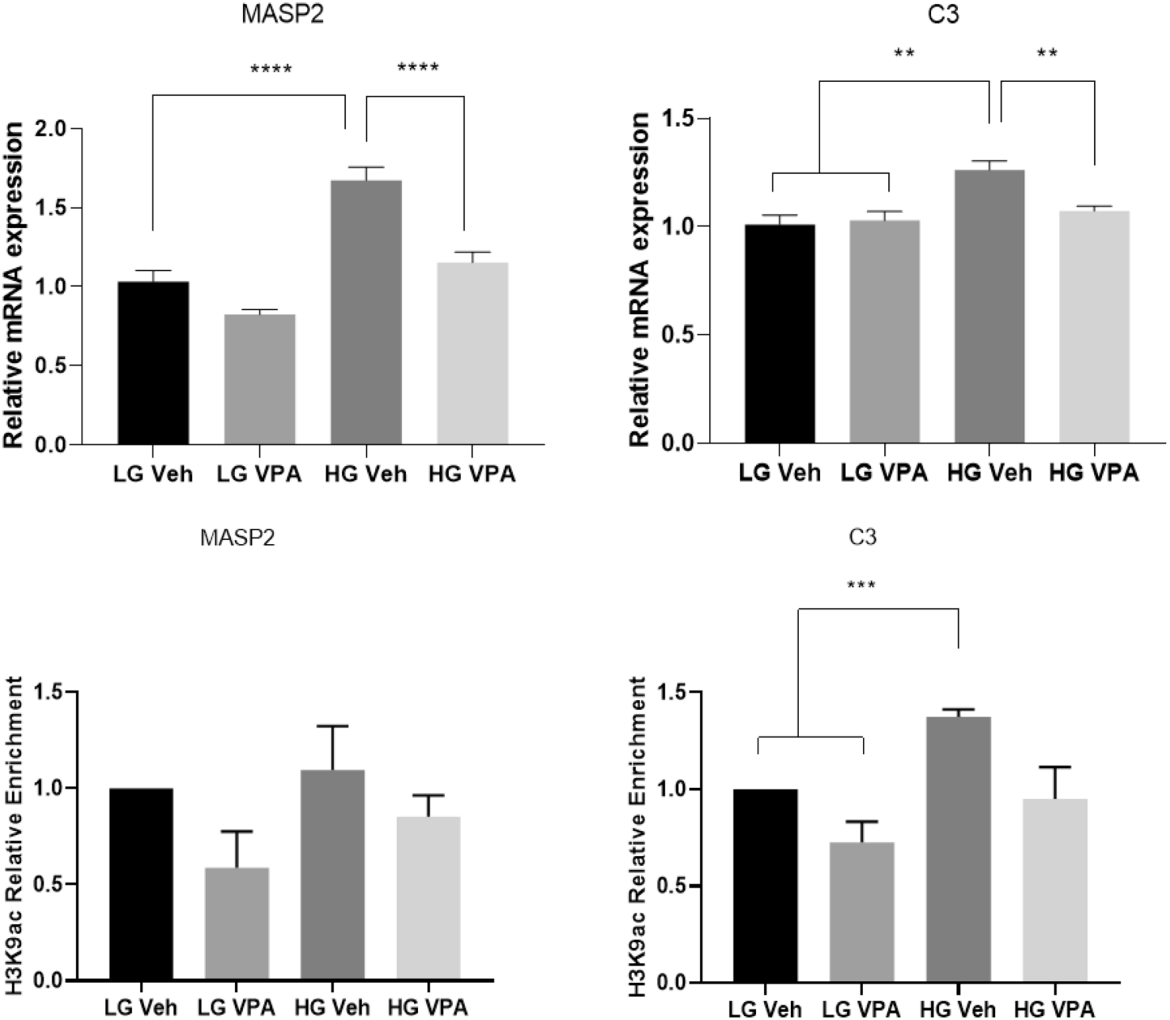
Validation of complement pathway gene (*MASP2*, *C3*) RNA expression and promoter H3K9ac enrichment. VPA stimulation attenuates the expression of these genes and is consistent with changes in promoter H3K9ac. LG, low glucose—normoglycemic condition. LGV, normoglycemic condition followed by VPA treatment. HG, high glucose—hyperglycaemic condition. HGV, hyperglycaemic condition followed by VPA treatment. *p < 0.05; **p < 0.01; ***p < 0.001 as determined by one-way anova analysis.

## Discussion

The metabolic syndrome and associated cardiovascular complications are a major health burden. There is limited information on how hyperglycaemia influences gene regulation. Because the liver plays a major role in energy homeostasis, we hypothesised that hepatocytes show robust gene expression changes in response to hyperglycaemia, some of which could be deleterious to cardiovascular health. Furthermore, we hypothesised that HDAC inhibition via VPA could reverse or attenuate some of these gene pathways.

We used high throughput RNA sequencing (RNA-seq) for its unbiased ability to detect expressed genes with greater sensitivity and accuracy than gene expression microarrays. With appropriate bioinformatics tools, regulatory events to genes and pathways (sets of genes) can be pinpointed in a way that is more efficient than single-gene assays. These tools were applied to identify genes and pathways that respond to hyperglycaemia and/or VPA in hepatocytes.

The major gene sets upregulated by hyperglycaemia were related to cholesterol metabolism, DNA replication and complement cascade and clotting cascades. 

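The list of 30 DNA replication fork genes had an enrichment score of 0.510 between HG and LG (normalized score 3.34, FDR 0.000381). Of these genes, 26 were higher in HG, 14 of them with an FDR of 0.05 or less, and none was lower and past the threshold. GINS1, on chromosome 20 of GRCh37 from 25371644 to 25433336, had a log2 fold change of 1.24 (standard error 0.18, FDR 8.30e-05), with every HG library above every LG library. Its exons overlap those of NINL on the other strand. With limma's rotation test the FDR of the list was 0.074. From the enrichment in HG, the paper states that these gene sets were the major ones raised by hyperglycaemia.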

The observation of elevated expression of clotting and complement factors is consistent with reports of these proteins being elevated in patients with diabetes. Interestingly, of these pathways, only complement and clotting cascades were attenuated by VPA.

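Between HGV and HG, the enrichment score of cholesterol biosynthesis was -0.202 (FDR 0.403), with 12 of 20 genes lower, 2 of these past the threshold, and 8 higher, 3 of these past it. With the weighted score it was 0.212 (FDR 0.983). DNA replication fork genes had a score of 0.272 (FDR 0.0348), with 22 of 30 genes higher with VPA, led by GINS4 with a log2 fold change of 1.13 (standard error 0.14, FDR 3.63e-05). With one replicate left out, the score ranged from 0.209 to 0.337 and the FDR reached 0.187. With limma's rotation test the FDR was 0.130.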

The complement system is central to innate immunity against microorganisms and modulator of inflammatory processes; it comprises a complex and tightly regulated group of proteins involving various soluble and surface-bound components. Depending on the activation trigger, the complement cascade follows one of three pathways: classical, lectin or alternative^39^. Although these pathways differ in their mechanisms of target recognition, all converge in the activation of the central component C3. This process is followed by C5 cleavage and the assembly of the pore-like membrane attack complex, MAC. Important chemoattractants and inflammatory mediators are produced by the enzymatic cleavage of C3 and C5, which leads to the release of anaphylatoxins C3a and C5a^40^.

The coagulation system is another major blood-borne proteolytic cascade^41^. Upon activation of the coagulation cascade, a sequential series of serine protease-mediated cleavage events occur. Thrombin is activated from its zymogen prothrombin and then catalyze the polymerization of fibrin by cleaving small peptides from its subunits. This way, soluble fibrinogen is converted into insoluble fibrin, which allows the clot formation^42^. Thrombin also plays a key role in amplifying the cascade by feedback activation of coagulation factors^43^. Other components such as circulating red and white blood cells and platelets are incorporated into the clot structure. In addition, factor XIIIa, which is also activated by thrombin, provides further structural stability by cross-linking with fibrin^44^. In this context, weak clots are more susceptible to fibrinolysis and bleeding, while resistant clots may promote thrombosis^42^.

Coagulation and complement cascades share a common evolutionary origin^41^ and their interplay is highlighted by C3, C4, C5a and FB complement protein presence in thrombus^45^. Similarly, pro-coagulation enzymes thrombin and IXa, Xa, XI factors might activate complement cascade^46^. Moreover, MASP2, a component of lectin complement activation, is capable of cleaving coagulation factors prothrombin in thrombin, fibrinogen, factor XIII and thrombin-activatable fibrinolysis inhibitor in vitro^47,48^. Thus, understanding the crosstalk between these pathways has fundamental clinical implications in the context of diseases with an inflammatory and thrombotic pathogenesis, in which complement–coagulation interactions contribute to the development of complications^49^.

Liver, mainly hepatocytes, is responsible for the biosynthesis and secretion of the majority of complement and coagulation components. Furthermore, the promoter regions of these components are controlled by several common liver-specific transcription factors like HNFs and C/EBP^50^. Thomas and co-workers^51^ compared the genome-wide binding of Fxr and Hnf4α in mouse liver and characterized their cooperative activity on binding to and activating target gene transcription. Genes bound by Fxr and Hnf4α are enriched in complement and coagulation cascades, as well as in pathways related to drug metabolism. Furthermore, these transcription factors are involved in gluconeogenesis and glycogenolysis gene regulation^52,53^. Thus, a common transcription factor network may be controlling these immune and metabolic pathways.

The participation of complement in metabolism and metabolic disorders has recently received increasing scientific attention. Earlier studies demonstrate higher plasma C3 levels in diabetic patients compared to healthy individuals^6,54^. Increased complement gene expression has also been associated with adipocyte insulin resistance, waist circumference, and triglyceride levels^55,56^. MASP-1 and MASP-2 levels were significantly higher in children and adults with T1DM than in their respective control groups, whereas these proteins levels decreased when glycemic control improved^57^. In a recent study it was reported that in a murine model of diabetic nephropathy, genetic knock-out or pharmacological blockade of complement component 5a receptor 1 (*C5ar1*) conferred renal protection and attenuated disease-associated metabolic changes, further reinforcing the importance of the complement pathway^58^.

Metabolic syndrome, including diabetes mellitus, is associated with a procoagulant state, in which the clotting system is switched toward a prothrombotic state, involving reduced fibrinolysis, increased plasmatic coagulation, and platelet hyperactivity^43,59,60^. Intensive glycemic control with insulin reduces the impact of this procoagulant state by affecting components of clotting the system^60^. Abnormalities in the coagulation and fibrinolytic systems may contribute to the development of cardiovascular complications in patients with metabolic syndrome^43^ and consistent lowering of clotting factors are used for the treatment of acute cardiovascular syndromes^61^.

This study has limitations. The experimental results are derived from transformed HepG2 cells are informative but do not replace data derived from primary hepatic cells. Future work is proposed to examine the therapeutic benefit of VPA using pre-clinical models of transient and chronic hyperglycaemia^62,63^. While, HDAC inhibitors such as VPA are associated with changes in gene expression mediated in part by lysine acetylation of histone residues^64–70^ more recent studies have shown dramatic genome wide histone deacetylation associated with the transcription factors, CBP and EP300 using ChIP-Seq in primary vascular cells^23–25,71^. The experimental results presented in this article suggests lysine acetylation is associated with VPA attenuating *MASP* and *C3* gene expression we cannot rule out histone deacetylation of other complement genes. Furthermore, in addition to causing histone hyperacetylation, VPA has been shown to regulate replication-independent loss of DNA methylation^72^ that is consistent with elevated Tet2 DNA demethylase enzyme^73^. This seemingly extends the functional role of HDAC inhibitors such as VPA that alter lysine acetylation and deacetylation including DNA methylation by extracellular signalling mediated by hyperglycaemia^74^.

Several reports in the medical literature demonstrate that patients with neurological conditions taking VPA exhibit greater blood loss during surgery, impaired clotting, and reduced concentration of clotting factors^75–78^. Interestingly, emerging evidence points to complement cascade as having a causal role in some seizure types. Micro-array analysis identified complement cascade gene hyperactivation in brain tissue of epilepsy patients^79,80^. Studies in mice identified complement component C3 as necessary for acute viral infection associated seizures^81^. Our findings are consistent with these reports and indicate VPA mediated reduction of circulating complement and coagulation factors is a result of specific changes in hepatic gene expression. These changes in gene expression seem to be regulated at least in part by the relative abundance of H3K9ac at their promoter as observed here by ChIP qPCR analysis. As a prime initiator and important modulator of immunological and inflammatory processes, the complement system has emerged as an attractive target for early and upstream pharmacological intervention in inflammatory diseases^82^. In this context, repurposing clinically approved drugs such as VPA provides a time- and cost-effective alternative.

In conclusion, we could, for the first time, associate HDAC inhibition with complement and coagulation gene expression modulation. We demonstrate that coagulation and complement cascade genes were upregulated by hyperglycaemia and that these can be attenuated with VPA through its histone acetylation modulation ability. Future preclinical studies will resolve whether VPA can mitigate the complications of diabetes in vivo.

## Materials and methods

### Cell culture

HepG2 cells from ATCC at passage 9 were maintained in Dulbecco’s modified Eagle’s medium (DMEM) basal glucose (5.5 mM) (Gibco, Carlsbad, USA) supplemented with 10% fetal bovine serum (GE Healthcare, Chicago, USA) and penicillin and streptomycin (Gibco) (working dilution: 100 IU and 100 μg/mL, respectively). Cells were cultivated for 48 h in normoglycemic (LG 5.5 mM) or hyperglycaemic (HG) medium, containing D-glucose (Sigma, St. Louis, USA) up to a final concentration of 20 mM. Cells under LG and HG conditions were then treated with 1.0 mM VPA (Sigma) for another 12 h and compared with the respective untreated controls. The experiments were performed using conditions derived for VPA from previous studies by our group^64–70^.

### Transcriptome sequencing

Cells were disrupted with TRIzol (Qiagen, Hilde, Germany). RNA was isolated from TRIzol homogenates using the Direct-zol Kit (Zymo Research, Irvine, USA). RNA was quantified on Qubit (Thermo Fisher, Waltham, USA) and its quality was evaluated on the MultiNA bioanalyzer (Shimadzu, Kyoto, Japan). NEBNext Poly(A) mRNA Magnetic Isolation Module was used to enrich mRNA from 1 μg of total RNA. We used the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (San Diego, USA) to generate barcoded libraries. Libraries were quantified on the MultiNA bioanalyzer (Shimadzu) and pooled to equimolar ratios for sequencing. Cluster generation was performed at a concentration of 10 pM (TruSeq SR Cluster Kit v3-cBot-HS) and the flow cell was run on Illumina HiSeq2500 generating 50 nt reads at AGRF Melbourne. Sequence data has been deposited to NCBI Gene Expression Omnibus under accession number GSE109140.

### Bioinformatics analysis

mRNA-seq data processing: Low quality bases (Qscore < 20) were removed from the 3′ end with FASTX Toolkit v0.0.13. Trimmed reads less than 20 nt were also discarded. The human genome sequence and annotation (GRCh37.75) set were downloaded from the Ensembl website (www.ensembl.org/info/data/ftp). Reads were aligned using STAR version 2.3.1p_r359^83^. Sorted bam files were generated with SamTools^84^ (version 0.1.19-44428cd). A gene expression count matrix was generated with featureCounts v1.4.2^85^ using a map quality threshold of 10. Genes with an average of fewer than 10 reads per sample were omitted from downstream analysis. EdgeR version 3.6.8 and limma version 3.20.9 were used to perform statistical analysis^86^. False discovery rate-controlled *p* values (FDR) ≤ 0.05 were considered significant. Gene expression of pathways was analyzed with GSEA-P using the classic mode^87^. A differential abundance score was obtained for each gene by dividing the sign of the fold change by the log10(*p* value). This score was used to rank genes from most up-regulated to most down-regulated as described previously^23^. Curated gene sets were downloaded from MSigDB^88^. To understand the correlation between effects of VPA and hyperglycaemia on global gene expression, we generated a rank–rank density plot of each detected gene. Genes were ranked as above and plotted using the filled contour plot function in R. Significance of two-dimensional enrichment of gene sets away from a uniform distribution was calculated Manova test of ranks in R as described previously^89^.

### Reverse transcriptase quantitative PCR

To validate some differentially expressed genes from the RNA-seq findings, we repeated the experiment using the same conditions of cell culture and treatment, isolated total RNA using the RNeasyMini Kit (Qiagen, Hilden, Germany) and prepared cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA). Real-time PCR was performed using an Applied Biosystems 7500 Real Time PCR system following standard protocols and TaqManGene Expression assays (Applied Biosystems) for complement (*MASP2* (Hs00373722_m1), *C3* (Hs00163811_m1) genes. Target gene expression was normalized to the expression of *H3F3* (Hs02598544_g1) Relative quantification was achieved with the comparative 2−ΔΔCt method as described previously^90^.

### LI-COR Odyssey H3K9/14ac quantitation

Histones were isolated from HepG2 cells using the acid extraction method^91^. Proteins were separated using 4–12% gradient SDS-PAGE and transferred into a PVDF membranes (Immobilon-FL; Millipore). Blots were probed with primary antibodies specific for acetyl-histone H3 (06-599; Millipore), or total H3 (14269; Cell Signaling Technology) overnight at 4 °C. Following incubation with primary antibodies, membranes were rinsed and probed with appropriate mouse or rabbit secondary antibodies. Protein bands were visualized and quantified using Odyssey CLx image system (LI-COR Biotechnology).

### Chromatin immunoprecipitation (ChIP) qPCR

Chromatin immunoprecipitation was performed as previously described^16^. Three independent 10-cm plates of HepG2 cells growing under conditions above described (LG, LG VPA, HG, HG VPA) were used per immunoprecipitation. Cells were fixed with 1% formaldehyde in PBS for 10 min at room temp (RT) and the reaction quenched with glycine at a final concentration of 0.125 M. Sonicated chromatin was checked and anti-H3K9ac (C5B11 Rabbit mAb #9649, Cell Signaling Technology) enriched DNA was immunoprecipitated overnight. Soluble immunoprecipitated material was washed with a salt buffer sequence and collected. The eluted DNA was subjected to qPCR using specific primers (Integrated DNA Technologies) compared to inputs. The primers used in ChIP PCR are as follows; MASP2 forward ACACAGGTTCAGGCCACTTC, MASP2 reverse CACACCATGAGGTAGGTGGG; C3 forward GCTGAGGGAGGGGAAGTAGA, C3 reverse CCTGACCCTCCAAGAAGCAG.

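In GRCh37, each of these primers matches 1 place. The MASP2 primers bound a segment of 168 bp on chromosome 1 from 11107103 to 11107270, with 69.6% GC. It lies 26 to 193 bp after the start of the MASP2 transcript at 11107296, over parts of exon 1 and exon 2 and the intron between them. The C3 primers bound a segment of 160 bp on chromosome 19 from 6721091 to 6721250, with 48.1% GC. This segment ends before the start of the C3 transcript at 6720661 on the minus strand, at positions -589 to -430 relative to it, and falls within the longer span that the annotation gives the gene, from 6677715 to 6730573.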

How the deposited data were processed for this re-analysis (not part of the article)

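The counts re-analysed here come from 12 libraries of HepG2 cells, 3 for each of LG (5.5 mM glucose), HG (20 mM glucose), LGV and HGV (the same media with 1 mM VPA for 12 h). The sample labels and the paper name no sequencing batch, so none was modelled.

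The authors trimmed 50 nt single-end reads, aligned them with STAR to GRCh37 and counted them per Ensembl gene with featureCounts, and they deposited raw counts without normalization for 16389 genes. Genes with an average under 10 reads per sample had been left out, which was checked on the values. Whether the counting used the strand of the reads is not stated. Total counts per library ran from 29798442 to 45572694. A floor of 3 reads was used for genes close to absence, and folds against groups at or under it are given as lower bounds.

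Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, dispersion estimated with the libraries of each comparison, and the quasi-likelihood F test. A gene was tested if its mean count was at least 10 in the libraries compared, and called at an FDR of 0.05 or less. The comparisons were HG against LG, HGV against HG, LGV against LG, HGV against LGV and the interaction of glucose and VPA, which used the 12 libraries. CPM values were scaled with TMM factors.

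Gene lists were tested in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) with an unweighted enrichment score over genes ranked by signed -log10 p, keeping for each symbol the gene with the highest mean, and with 10000 random lists of equal size. The 16 lists were 3 read from the genes printed in Fig. 2 and 4 and others made from gene symbols, and 80 tests were adjusted together. Camera and the rotation test (fry) came from limma 3.58.1, with voom values. Camera compares a list with the other genes, whereas the rotation test asks whether the genes of the list change at all. The joint shift of a list in the rank-rank plane was tested with a multivariate test of ranks and with random lists matched on mean expression in 20 bins. Distances between libraries used the 500 genes that differed most in each pair. Plots were drawn with matplotlib 3.10.9. Positions, exon overlaps, GC content and length came from GENCODE annotation on GRCh37, which placed 97.47% of the genes by identifier. Primers were matched to the GRCh37 sequence.

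The genes named were chosen by a rule set before the data were examined. It took the genes the paper names, those with the largest change in each list, and for each comparison the 10 genes with the largest log2 fold change among those past the threshold with a mean of at least 1 log2 CPM and the same direction in every pair of libraries. For the interaction it took the 10 genes with the smallest p. Some genes that meet this rule are not analysed here.

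The alternatives set before the data were examined were DESeq2's size factors, upper quartile and library size in place of TMM factors, edgeR's likelihood ratio test and the Wald test of DESeq2 1.42.0, no filter or a filter of 1 CPM in at least 3 samples, replicate number as a block, one fit of all 12 samples, an FDR of 0.01, and leaving out each replicate in turn. For lists they also included a weighted score, ranking by log2 fold change and the tests of limma. Offsets for GC content and gene length, from a spline with 5 degrees of freedom, alone and with the block, were added after seeing the data.

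The edgeR test was also tested on simulated data. With 3 libraries against 3, it recovered 150 of 200 genes with a 2-fold change (75%), and 5 of 155 calls were false (3.2%). These 200 were among 15423 tested genes, with as many raised as lowered. Far more genes, 3813, passed between HG and LG, a setting that the simulation does not cover. For the interaction the test recovered 93 of 197 (47.2%), and 5 of 98 calls were false (5.1%). Random lists reached p of 0.05 or less in 4% of cases with the enrichment score and 7% with the multivariate test of ranks. They were drawn from independent simulated genes, so these shares do not cover lists of correlated genes. The MSigDB collection was not used here.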

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

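These results drew attention because a response to VPA differed between high and low glucose in a test of the interaction, or because a signal lay in genes that the paper does not discuss. All tests below on the 7 single genes, the plasma proteins, the ribosomal proteins, the genes with EIF symbols and the ATF4 targets were chosen only after the result was seen. So were the rotation test and the median with library size only for DNA replication. The counts of other splits of the samples were the exception.

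The response to VPA differed between high and low glucose for 7 genes at an FDR of 0.05 or less. The interaction log2 fold change was -2.82 for RNF125 (FDR 0.0012), 1.01 for WFS1, 2.52 for C2orf81, 1.37 for SH2D5 and 1.07 for CDK2AP2 (FDR 0.0374 each), -2.23 for TTBK1 (FDR 0.0383) and -1.06 for ANKRD65 (FDR 0.0452). RNF125, on chromosome 18 from 29598788 to 29653182, fell with VPA in high glucose (-1.17) and rose in low glucose (1.66). WFS1 rose in high glucose (0.49) and fell in low glucose (-0.50). For each gene, all 81 pairings of a response in high and one in low glucose lay in the direction of the interaction.

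On library composition, 1 of the 7 genes, RNF125, passed the threshold with library size only (FDR 0.00494), and the FDR of the others was then 0.0552 to 0.0892, although the log2 fold changes moved little, for WFS1 to 0.95 and for TTBK1 to -2.28, as did the median of all tested genes, from 0.036 to -0.015. For 0 of the 7 genes did the log2 fold change fall under 0.5 times its value with library size only. A scaling moves all genes nearly alike, and here by little, so this count does not test library composition. With DESeq2's size factors or the upper quartile, 7 of the 7 passed. On GC content or gene length, 7 of the 7 passed with offsets, with FDR from 0.0131 to 0.0361. On one deviating replicate, 1 of the 7, RNF125, passed in all 12 fits that left out a replicate, where its log2 fold change ranged from -3.08 to -2.61. The others passed in 3 of the 12, those without LG replicate 2, LG replicate 3 or LGV replicate 1. These fits gave 217, 67 and 22 genes in all, against 7 with all libraries. Fits with fewer replicates may also have less power, which was not tested. For the 6 genes other than RNF125, the side of the threshold thus depended on which replicate was left out. Their log2 fold changes moved little, from 0.86 to 1.11 for WFS1, 2.18 to 2.77 for C2orf81, 1.20 to 1.49 for SH2D5, 0.88 to 1.19 for CDK2AP2, -2.39 to -2.01 for TTBK1 and -1.13 to -0.98 for ANKRD65. For 0 of the 7 did the log2 fold change fall under 0.5 times its value in any of the 12 fits. The sizes of these differences thus did not rest on one replicate. Genes chosen for a small FDR have little spread between replicates, however, which favours this outcome. Over all alternatives the FDR of RNF125 ranged from 7.46e-11 to 0.0145, and that of WFS1 from 0.000118 to 0.17. Of 32 splits that regroup the glucose labels within the untreated and within the VPA-treated libraries, 4 gave as many genes, the real one included. The other 3 gave 2754, 4262 and 8076 genes. Of the rest, 1 gave 3 genes and 27 gave none. At an unadjusted p under 0.05, the other splits gave 66 to 9114 genes, against 1852 in the real split. The split with 8076 genes swaps the glucose labels of all VPA-treated libraries, which adds the glucose responses together, and others leave glucose differences unbalanced in part. This count therefore does not show whether the 7 genes arose by chance. For the 6 genes other than RNF125, the side of the threshold depends on the scaling and on the replicates used, while the log2 fold changes hardly do. For RNF125, a response to VPA that depends on glucose may be a hypothesis.

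Among lists, the interaction gave a score of -0.353 for ribosomal proteins (FDR 0.000381) and -0.196 for genes whose symbol starts with EIF and a number (FDR 0.0197). These EIF genes are not all initiation factors. EIF2AK2, which had the largest interaction among them, EIF4EBP1 and pseudogenes such as EIF3EP1 are included. Without one deviating replicate the score of ribosomal proteins reached 0.272, with the other sign, and the sign and side of the threshold held in 8 of 12 fits. For the EIF genes the highest FDR was 0.324, and 8 of 12 fits passed. On correlation between the genes of a list, the rotation test gave FDR 0.882 and 0.674. Both explanations remain for both lists. With GC content and length offsets, added after seeing the data, the score of the EIF genes was -0.132 (FDR 0.252).

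DNA replication fork genes had an interaction score of 0.412 (FDR 0.000667), with 27 of 30 genes in this direction. Their score with VPA in high glucose was 0.272 (FDR 0.0348), with an FDR of up to 0.187 without one replicate, and in low glucose the score was -0.210 (FDR 0.181). With GC content or gene length offsets the score was 0.386, with library size only, a scaling to which ranks hardly respond, 0.409, and the highest FDR of the interaction without one replicate was 0.0149. The rotation test, which allows for correlation between the genes of a list, gave an FDR of 0.144, so that such correlation remains a candidate explanation. The median log2 fold change of the genes was 0.381, and 0.329 with library size only. That of all tested genes moved from 0.036 to -0.015. The choice of scaling thus did not account for the median of the list. A scaling moves all genes nearly alike, so library composition was hardly tested by it. ATF4 target genes had an interaction score of 0.361 (FDR 0.00994), with 18 of 22 genes in this direction. The highest FDR without one replicate was 0.107 and the rotation test gave 0.172, so a single replicate and correlation between genes both remain.

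The 38 genes of other liver plasma proteins, which the paper does not discuss as a group, had a score of -0.489 between HGV and HG (FDR 0.000381), with 35 lower and 26 of these past the threshold. ORM2 had a log2 fold change of -2.13 and HP of -2.08, each lower in 9 of 9 pairs. Their median was -0.549, and -0.430 with library size only, while that of all tested genes moved from 0.025 to 0.146. The choice of scaling thus did not account for this fall. The median less that of all tested genes, which a change of scaling cannot alter, was -0.576 with library size only. The score with GC content or gene length offsets was -0.485, and the FDR of the rotation test 0.00356, while camera gave 0.303. A fall of secreted liver proteins with VPA may be a hypothesis, found and tested on the same data.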

How the results depend on the processing

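For comparisons, 200 values were computed under alternatives that kept all replicates: 164 kept direction and side of the threshold or moved little, 20 moved, 6 reversed, 2 became stronger and 8 weaker. Of 171 values without one replicate, 132 were the same, 26 moved, 8 reversed and 5 became stronger. Offsets for GC content and length were chosen after seeing the data. Where a result changed, the cause was not tested unless a value is given for it.

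The number of genes changed by VPA in high glucose (5461 to 8941) and in low glucose stayed within a ratio of 1.5 of the value reported under each alternative run. At an FDR of 0.01, 1852 genes differed between HG and LG and 4263 between HGV and LGV. Across the fits that each left out one replicate, HG against LG gave from 1933 to 5338 genes. Scaling by library size only moved the median log2 fold change of all tested genes from -0.006 to 0.156 in LGV against LG, from 0.025 to 0.146 in HGV against HG, from 0.011 to 0.106 in HG against LG and from 0.010 to 0.095 in HGV against LGV. In HGV against HG it gave 5182 genes higher and 2424 lower. In HG against LG it gave 2172 higher and 1297 lower, and the upper quartile gave 2458 and 1366. In LGV against LG the numbers were 4500 and 1956 with library size only and 4013 and 2563 with the upper quartile, and in HGV against LGV 3761 and 2309, and 4126 and 2375. Shares of genes higher or lower therefore depend on the scaling.

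For the interaction, library size only gave 1 gene, the likelihood ratio test 202, DESeq2 162, the replicate block 13, GC offsets 52, the replicate block with GC offsets 75 and an FDR of 0.01 gave 1. Without one replicate it ranged from 1 to 217 genes. The simulated test of 4 groups of 3 made 98 calls and recovered 47.2% of genes with a 2-fold interaction. Depth was not varied.

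With limma's camera, the FDR was 0.228 for cholesterol biosynthesis, 0.193 for complement and 0.289 for clotting in HG against LG, and 0.193 for complement and 0.228 for clotting in HGV against HG, none past the threshold. Camera passed no list in any contrast, the lowest FDR being 0.193, which the ER chaperone list in HG against LG also had. Its failures are thus not particular to these lists. The common clotting cascade set, HG against LG, was also not past the threshold with matched random lists (score 0.512, FDR 0.118), a weighted score (0.689, FDR 0.0669) or ranking by log2 fold change (0.407, FDR 0.0914). It passed in each fit without one replicate, with scores from 0.489 to 0.513. The cholesterol biosynthesis set, HGV against HG, reversed with a weighted score, to 0.212. The score of the cholesterol biosynthesis set, interaction, was -0.352 with GC offsets and -0.349 with the replicate block and GC offsets, past the threshold, and from -0.331 to -0.155 without one replicate. The score of the common clotting cascade set, interaction, reversed to -0.245 with GC offsets, -0.248 with the block and GC offsets, -0.232 with a weighted score and -0.205 with ranking by log2 fold change. Camera also gave the other direction (FDR 0.948), and without one replicate the score ranged from -0.234 to 0.193. The score of the complement cascade set, interaction, ranged from -0.410 to -0.153 and was past the threshold without HG replicate 2 (FDR 0.034), LG replicate 3 (0.00267) or LGV replicate 3 (0.0246). That of the ribosomal proteins set, interaction, ranged from -0.571 to 0.272.

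The share of genes with opposite glucose and VPA responses was 49.738% with the VPA response in low glucose, and 47.873%, 48.106%, 48.495%, 49.646%, 50.099% and 48.739% with different HG libraries, against 50.897%, and from 50.556% to 52.482% without one replicate. The relation of the VPA response to expression was -0.345 with genes grouped by LG and -0.383 with GC offsets, and from -0.388 to -0.339 without one replicate. The ratio of distances over all genes was 2.01 for VPA and 0.94 for glucose. Without one replicate it ranged from 1.51 to 1.83 for HG and LG, from 1.91 to 2.39 for VPA and from 0.80 to 0.85 for glucose. The joint shift passed in every setting run, with p without one replicate from 8.65e-10 to 1.22e-08 for complement and from 1.27e-05 to 0.000219 for clotting.

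Of 90 gene and comparison pairs named, 70 kept direction and side of the threshold under every alternative. With all replicates, 14 values became weaker, 10 of them with library size only, 2 stronger and 3 reversed. Without one replicate, 77 became weaker, 1 stronger and 10 reversed. The interaction of MASP2, 0.03, reversed to -0.01 with library size only, -0.08 with GC offsets and -0.10 with the block and GC offsets. Without one replicate it ranged from -0.25 to 0.27, and that of C3 from -0.12 to 0.10. For the 7 results on other lists, 18 of 77 values became weaker with all replicates, and without one replicate 9 of 66 became weaker and 4 reversed.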

Differences from the paper's values

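For HG against LG, the FDR from edgeR's quasi-likelihood test was larger than the paper's in Table 1 for the 9 genes given here: 6.81e-09 against the paper's 2.99e-45 for TXNIP, 1.26e-08 against the paper's 6.72e-45 for SERPING1, 2.15e-07 against the paper's 2.09e-25 for MSMO1, 8.84e-06 against the paper's 4.81e-18 for IGF2, 1.03e-09 against the paper's 3.41e-64 for MANF, 1.26e-08 against the paper's 1.93e-45 for HSPA5, 1.66e-08 against the paper's 9.49e-40 for CALR, 1.66e-08 against the paper's 1.65e-36 for DNAJB11, 1.28e-06 against the paper's 1.20e-20 for SLC2A1. None of the alternatives set before the data were examined came within a ratio of 1.5 of the paper's FDR, although this is a narrow margin for values this small. They ran, for example, from 3.85e-149 to 2.16e-05 for TXNIP and from 8.80e-66 to 7.52e-06 for MANF. The lowest values came from the likelihood ratio test for MANF, MSMO1 (3.72e-26), HSPA5 (4.92e-44), CALR (6.06e-41), DNAJB11 (7.84e-40) and IGF2 (1.28e-14), from DESeq2's Wald test for SERPING1 (2.17e-46) and SLC2A1 (7.63e-21), and from the replicate block for TXNIP. With the likelihood ratio test, 4266 genes differed in HG against LG and 7842 in HGV against HG, against the paper's 4259 and 7802. Except for TXNIP, the lowest FDRs given here also lay far nearer to the paper's than those of the quasi-likelihood test. The choice of test may therefore account for much of the gap, although the paper does not name its edgeR test.

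The enrichment score of complement in HG against LG was 0.634 against the paper's about 0.61 in Fig. 2C, read by eye. The list here lacks a gene of the paper's set that did not contribute there. Leaving out such a gene raises the score, so the gap need not come from the processing. The score came within the spread of the paper's value with the likelihood ratio test, with the replicate block, without HG replicate 1, 2 or 3 and without LG replicate 1. It did not under the other alternatives set before the data were examined. The score of clotting was 0.512 against the paper's about 0.53 in Fig. 2D, read by eye, and none of the alternatives set before the data were examined closed the gap, with scores from 0.407 to 0.689. The rank of C3 from the most raised gene was 86 against the paper's about 36 in Fig. 4F, read by eye. Among the alternatives set before the data were examined, upper quartile normalization closed the gap and the others did not, with ranks from 21 to 221.

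The paper states that the genes selected for PCR, MASP2 among them, were raised by hyperglycaemia in the RNA-seq data. For MASP2, HG against LG, the log2 fold change was 0.52 with an FDR of 0.0767, higher in 9 of 9 pairs of libraries. It was past the threshold with the replicate block (0.0209), without LG replicate 3 (0.00343), and with the block and GC offsets (0.0167), which were chosen after seeing the values. Same-numbered LG and HG libraries did not resemble each other, so the fits with the block are weak evidence. The number printed for the enrichment score in Fig. 2B is negative beside a positive normalized score, whereas the score here was 0.685.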

Other observations

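In this part, the tests of the interaction and of other plasma proteins, of the spread between untreated replicates, of the ATF4 targets as an explanation for ER chaperones, of the median of each list with library size only and of one low LG replicate for MASP2 were chosen only after the result was seen.

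The fall of complement and clotting genes with VPA in high glucose was weighed against several explanations. An effect of VPA that depends on high glucose was tested by the interaction, whose lower FDR for these lists was 0.174, and the lists fell in low glucose too. For the complement cascade set, interaction, 3 of the 12 fits without one replicate were past the threshold, so that a dependence on glucose cannot be excluded for it. The complement score with GC content and length offsets was -0.486, close to that without them, so these offsets did not remove the fall. The median of these genes was -0.497, and -0.372 with library size only, while that of all tested genes moved from 0.025 to 0.146. The choice of scaling thus did not account for this fall. The median less that of all tested genes, which a change of scaling cannot alter, was -0.518 with library size only. The 38 other plasma protein genes had a median of -0.549 (permutation p 0.763 for the difference from the 29 tested genes of these lists). A fall shared by genes of secreted liver proteins, not particular to these cascades, may therefore be a hypothesis.

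Glucose and VPA responses were hardly opposed across genes, with a rank correlation of -0.019 when the same HG libraries entered both contrasts. With different HG libraries the median was 0.029 and the lowest -0.013. The joint shift did not depend on this sharing, with a largest p of 3.79e-09 for complement and 0.000315 for clotting.

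With VPA, 6604 genes differed between high and low glucose, against 3813 without it. In a fit of all 12 samples, with a shared dispersion, the ratio was 1.53, which goes against a larger spread between the untreated replicates alone. With 1 LG replicate left out, the number without VPA reached 5338, so one deviating LG replicate may contribute. The noise-corrected SD of the log2 fold changes was 1.18 times larger with VPA (0.538 against 0.455), so larger differences may contribute as well. Of genes tested in both, 1351 were higher and 1512 lower with glucose in both, and 6 and 4 changed in opposite directions. TXNIP had a log2 fold change of 5.15 and H3F3B of 0.79 in HGV against LGV.

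Genes of the ER chaperone list, which also holds genes that are not chaperones, were lower in HG than in LG. Their score with GC content and length offsets was -0.922, close to that without them, so these offsets did not remove the fall. Their median was -1.665, and -1.562 with library size only, while that of all tested genes moved from 0.011 to 0.106. The choice of scaling thus did not account for this fall. The median less that of all tested genes, which a change of scaling cannot alter, was -1.668 with library size only. On an amino acid starvation response in low glucose, the list of ATF4 targets was lower in HG (FDR 0.0248), with 13 genes lower, 9 of them past the threshold, and 9 higher, 4 of them past it. The rotation test gave 0.132, the FDR without one replicate reached 0.141, and DDIT3 is in both lists. In HGV against LGV, 19 of 20 genes of the ER chaperone list were also lower. There 11 ATF4 targets were lower, 8 of them past the threshold, and 11 were higher, 6 of them past it. Their list had a score of -0.211 (FDR 0.33), and 0.211 with the replicate block. The ER chaperone list thus fell there without a fall of the ATF4 list as a whole. As its genes changed in both directions, this does not decide whether an amino acid starvation response contributes.

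The rise of genes of low expression and the fall of genes of high expression with VPA was not removed by grouping with LG libraries (rho -0.345). This grouping kept the same tested genes. It therefore does not address the filter, which favours rises among genes with few reads in HG. With library size only rho was -0.362, but a rank correlation hardly responds to scaling, so library composition was not tested by it. The log2 fold change of MASP2 between HG and LG fell from 0.52 to 0.27 without LG replicate 2, the low one, with an FDR of 0.241, so that the size of this difference depends on that replicate.

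Of the 10 splits of 6 samples, 4 part as many pairs of the same replicate number as the real one, and the other 6 part 1 pair. Of these 4, only 1, the real one, gave as many genes in HG against LG, and likewise 1 of 4 in HGV against HG, 1 of 4 in LGV against LG and 1 of 4 in HGV against LGV. This design cannot give a smaller share, so that chance cannot be excluded in this way. The 9 other splits gave 0 genes in each comparison, with 59 to 915 genes at an unadjusted p under 0.05 in HG against LG (5863 in the real one), 24 to 1368 in HGV against HG (8588), 36 to 1313 in LGV against LG (7842) and 32 to 1114 in HGV against LGV (7979). A score as large was given by 1 of 4 splits for each of cholesterol biosynthesis, complement and clotting in HG against LG, by 2 of 4 for cholesterol and 1 of 4 for complement and clotting in HGV against HG, and by 30, 26 and 28 of 32 in the interaction. Over all 10 splits, those that part fewer pairs included, a score as large was given by 2 for cholesterol and 1 each for complement and clotting in HG against LG, and by 6, 2 and 2 in HGV against HG. A joint shift as large was given by 1 of 16 pairs of splits for complement and 1 of 16 for clotting, and over all 100 pairs by 1 and 3.

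Of the genes of chromatin and liver transcription that the paper names, CREBBP had a log2 fold change of -1.33, NR1H4 -1.79, HDAC7 -0.66, CEBPA -0.63, EP300 -0.48, HNF4A -0.46 and HDAC5 -0.32 in HGV against HG, and HDAC1 0.58 and HDAC3 0.54, each in the same direction in 9 of 9 pairs. HDAC2, HDAC4, HDAC8, TET2 and H3F3A were not past the threshold. With library size only, CEBPA (FDR 0.0732), EP300 (0.0541) and HDAC5 (0.142) were not past it either. Nor was HDAC5 with the upper quartile (FDR 0.0647). In fits without one replicate, the FDR reached 0.114 for CEBPA and 0.105 for HDAC5. In LGV against LG, CREBBP had -0.79 and NR1H4 -1.32. In HG against LG, H3F3B had 0.42, EP300 -0.53 and NR1H4 -0.43. None of these 3 stayed past the threshold in every fit without one replicate, with an FDR of up to 0.0734 for H3F3B, 0.0653 for EP300 and 0.116 for NR1H4, and NR1H4 was not past it with library size only (FDR 0.052).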
